A study of Mus musculus with 58 samples. Its data were reported in "Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1" (2022).

How the data were processed

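Chromatin-associated RNA was sequenced from 58 cultures of female mouse embryonic stem cells (ES) and of cells on the way to neural precursors (NPC). The cells are hybrids of a domesticus-type (Dom) and a castaneus (Cast) mouse, so RNA from the 2 X chromosomes can be told apart at sequence differences. Xist is the RNA that silences an X chromosome. In these cells it was placed on the Dom X under a promoter that doxycycline switches on, at 1 ug/mL.

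Per the labels and the study's methods, the authors removed ribosomal reads, aligned the remaining pairs to the mouse mm10 genome with strain differences masked, split the pairs by allele with SNPsplit and counted fragments per gene on the annotated strand with featureCounts. The deposited count files give 3 columns of counts per library: all fragments of a gene, fragments assigned to Cast and fragments assigned to Dom. These counts are raw, with no normalization, and replicates were not pooled. A further deposited table gives the allelic ratio of 246 X-linked genes, a fraction from 0 to 1 that the authors computed as Dom fragments divided by Dom plus Cast fragments. Recomputing this fraction from the deposited counts gave a largest difference of 5.6e-16. The count tables hold 22556 genes, of which 908 lie on the X. The authors' filters for the 246 genes were applied before deposit and were not repeated here.

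Groups were taken from the labels: 28 groups, 26 of 2 libraries and 2 of 3 libraries. A library is 1 culture. In some groups replicates are cultures of 1 line, and in the groups with the SPOC mutation they are different clones of the engineered line. WT and DelPID have no ES libraries in this series. The study lists ES data of these lines from an earlier deposit, which was not used here, so no day 0 is given for them.

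Total depth ran from 2.29 M (mega) fragments per library to 30.0 M, with a median of 15.9 M. The libraries DelPID_NPC_d6 replicate 1 and DelPID_NPC_d3 replicate 1 had 2.29 M and 6.37 M, and every other library had at least 9.19 M. Between 44.2% and 49.6% of fragments carried allele information. The median number of allelic fragments per X-linked gene was 19 in the shallowest library, at least 68.5 in the others and at most 443. Intervals given for single shares are 95% Wilson intervals and cover counting error alone, since the fragments carried no molecular identifiers. Replicates of a group differed by more than counting error, with a chi-square per degree of freedom from 11.5 to 138 over the 32 pairs. No library therefore repeats another of its group, and pairs across groups were not tested.

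The allelic ratio of a library was summarised as the median over the 246 genes. Lines were compared by an exact two-sided permutation test of the medians within each day, averaged over days. This test treats libraries of the same clone on different days as independent, so its p can overstate the replication. Single genes were compared with limma on the ratios, in a model with 1 mean per group over all 58 libraries and Benjamini-Hochberg adjustment at 0.05. This fit was used because the files were described as ratios when the design was written. The files also hold the counts behind each ratio, so edgeR's quasi-likelihood test on the counts of both alleles was added. Total counts were tested with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, with 1 mean per group over all libraries, and the X-linked set with fry. The 246 genes were divided into SPOC-dependent genes, which kept more than 75% of their day 0 ratio in the SPOC line on NPC day 6, and SPOC-independent genes. These classes were compared by rank-sum permutation tests across genes with 100000 resamples. CPM stands for the counts of a gene scaled to a mega of counts over all genes of a library.

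Clones pair the libraries of the PCGF35_SPOC, DelPID_SPOC and SPOC lines, because a clone is 1 cell line. Deviations from the group means of expression correlated between libraries of the same clone by 0.193 to 0.943 over the group pairs of PCGF35_SPOC, by 0.353 to 0.922 in DelPID_SPOC and by -0.0944 to 0.772 in SPOC. Replicate numbers pair treated and untreated PCGF35 libraries of a day, which the study describes as cultured in parallel. Their deviations correlated by 0.530 and 0.832 in ES cells on days 0 and 1 and by 0.380 and 0.480 in NPC cultures on days 3 and 6. Fits with the clone or replicate number as a term are given beside a result where they change it.

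Genes to be named were fixed before the data were examined: the engineered genes Xist, Spen, Pcgf3 and Pcgf5, 16 marker genes of pluripotent and neural cells, at most 3 genes per allelic comparison with the largest change among those with an adjusted p under 0.05 and groups that do not overlap, and at most 3 genes per direction of each expression comparison under the same conditions and with at least 5 CPM. A gene that met this rule in 1 allelic comparison is not reported here. Alternatives to the scale, gene filter, normalization, test, samples in the fit, pairing and replicates were fixed then as well. The edgeR test on allele counts, the removal of ratios from fewer than 10 allelic fragments, the removal of chromosomes 11 and X and the pairing of parent replicates with clones were chosen after the data had been seen.

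The tests were tried on simulated data before use. With 60 of 246 ratios changed by 0.2, limma recovered 70.0% of the changed genes with 1 false call, and the test on allele counts recovered 78.3% with 5 false calls. The interaction test recovered 20.0%. With 200 of 15719 genes changed by 1.5 on the log2 scale, edgeR recovered 66.0% with 4 false calls. Chromosome-wide shares of Dom fragments used genes with at least 5 allelic fragments in every library. Computations used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.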

Results

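ChrRNA-seq libraries from 58 cultures were compared. They came from 6 lines: the parental line with inducible Xist (WT), the same line with a mutated SPOC domain of SPEN (SPOC), a line whose PCGF3 and PCGF5 proteins carry a degron tag and are degraded on addition of dTAG-13 (PCGF35), that line with the SPOC mutation (PCGF35_SPOC), a line whose Xist lacks the region that recruits Polycomb complexes (DelPID), and that line with the SPOC mutation (DelPID_SPOC). Libraries were made from ES cells before induction of Xist (day 0) or after 1 day of doxycycline, and from NPC cultures after 3 or 6 days. dTAG-13 was added 12 hours before doxycycline, at a concentration that the labels give as 100 uM. The groups SPOC_ES_d0 and SPOC_ES_d1 had 3 libraries each and the other 26 groups had 2. Depth ran from 2.29 M to 30.0 M fragments per library, with M for mega. The 246 genes with a deposited allelic ratio all lie on the X before the Xist gene, from position 6047506 to 103356475 of mm10, and none of the 328 annotated genes beyond Xist has a ratio. A ratio of 0.5 stands for equal RNA from both X chromosomes and a ratio of 0 for silence of the Dom X, which carries the inducible Xist.

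Spen RNA was examined first, as a check of the labels. For the DelPID_SPOC libraries the mutation is given by the sample names alone, since their cell engineering label does not mention it. The Spen gene lies on chromosome 4 from 141467889 to 141538597 of mm10. In ES cells, the 18 libraries with the SPOC mutation had 237 to 360 CPM and the 8 libraries without it had 71.4 to 149 CPM. In NPC cultures, the 16 libraries with the mutation had 199 to 848 CPM and the 16 without it had 118 to 208 CPM. The ranges met only at PCGF35_SPOC_dTAG_NPC_d6 replicate 1, the lowest library with the mutation, and DelPID_NPC_d6 replicate 1, the highest without it. On NPC day 6, Spen had 493 ± 6.44 CPM in SPOC and 133 ± 21.7 CPM in WT (SD, n = 2 each), a log2 fold change of 1.96 (SE 0.41) with an adjusted p of 0.0998 by edgeR's quasi-likelihood test. Over the comparisons of mutant and parent lines made for this gene, the log2 fold change ran from 1.63 to 1.96, and the adjusted p was never under 0.05 in the fit over all libraries. The counts do not show the mutation itself. Pcgf3 RNA ranged from 54.97 to 112 CPM and Pcgf5 RNA from 27.6 to 97.6 CPM over all libraries, and on NPC day 6 neither differed between dTAG-13 and untreated PCGF35 cells (log2 fold changes of -0.04 and -0.06, adjusted p of 1 for both by edgeR). The degron acts on protein, which was not analysed here.

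**Figure D1:**
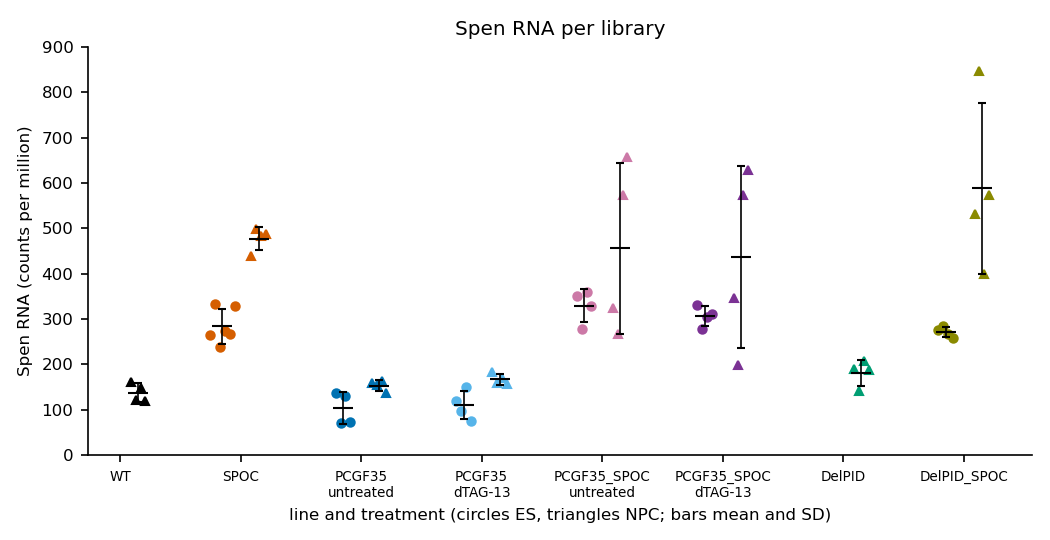
Spen RNA in CPM for each library, by line and treatment; circles are ES and triangles NPC libraries, and bars give the mean and SD of the libraries of a line and culture. In ES cells the 18 libraries with the SPOC mutation lie between 237 and 360 CPM, above the 8 libraries without it.

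Xist RNA was 34.2 to 135 CPM in the 13 uninduced libraries and 2377 to 13369 CPM in the 45 induced libraries. The Xist gene lies on the X from 103460372 to 103483233 of mm10. Whether the SPOC mutation lowers Xist itself bears on any loss of silencing. On NPC day 6, Xist had 4884 ± 533 CPM in SPOC and 8376 ± 893 CPM in WT (SD, n = 2 each). The log2 fold change was -0.72 (SE 0.31), higher in 0 of 2 SPOC libraries than in either WT library, with an adjusted p of 0.394 by edgeR over all genes. With WT replicates 1 and 2 paired with clones D9 and H1 in listed order, in a fit on these groups alone, the adjusted p was 0.0231, and in crossed order it was 0.102; the labels do not give the pairing, the correlation between the libraries favours the listed order, and both fits were chosen after the data had been seen. Leaving out WT replicate 1 gave -0.88 and leaving out WT replicate 2 gave -0.55. The same fit over all libraries gave -0.29 for SPOC against WT on NPC day 3 (adjusted p 0.874 by edgeR), -1.01 for untreated PCGF35_SPOC against untreated PCGF35 on NPC day 6 (adjusted p 0.426, unadjusted p 0.00281) and -0.62 for DelPID_SPOC against DelPID on NPC day 6 (adjusted p 0.615).

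The comparison of SPOC and WT asks how much silencing remains without the SPOC domain. On NPC day 3 the median allelic ratio was 0.408 ± 0.00408 in SPOC and 0.185 ± 0.01002 in WT, and on day 6 it was 0.335 ± 0.00498 and 0.0859 ± 0.00370 (SD, n = 2 each). The difference averaged over the days was 0.236, against a pooled SD of 0.00624 between replicates. The exact two-sided permutation test gave p = 0.0556, the smallest value that 4 libraries against 4 within 2 days allow, and the groups did not overlap on either day. The alternative that moved this difference most was the restriction to genes with at least 200 counts in every library, which gave 0.271. At day 6, 185 of 246 genes had a higher ratio in SPOC with an adjusted p under 0.05 by limma and 0 had a lower one, and the median change was 0.220. The test on allele counts called 197 genes, 181 of them shared. The largest change was at F8 (X, 75172714 to 75380041), with a ratio of 0.641 ± 0.0666 in SPOC and 0.0746 ± 0.0102 in WT (SD, n = 2 each), from 221 and 199 allelic fragments; the change was 0.566 (SE 0.0524), with an adjusted p of 3.83e-11. Pim2 changed by 0.504 and Mir669m-2 by 0.491, the latter from 43 and 24 allelic fragments.

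**Figure D2:**
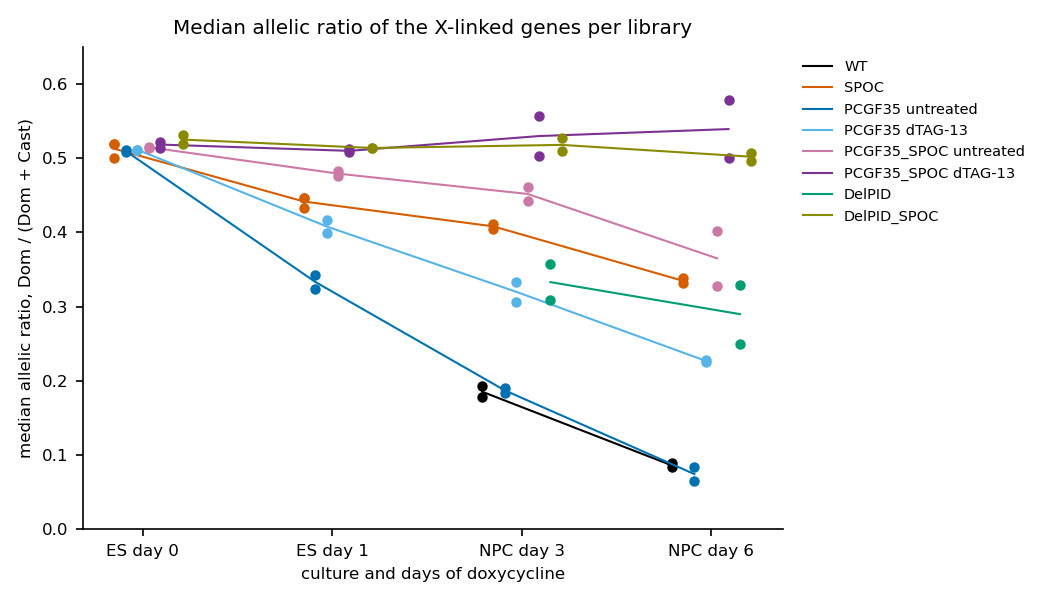
Median allelic ratio of the 246 X-linked genes for each library (points) and the mean of each group (lines), by culture and days of doxycycline. On NPC day 6 the WT libraries lie at 0.0833 and 0.0886, the SPOC libraries at 0.331 and 0.338, and the DelPID_SPOC libraries at 0.496 and 0.508.

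Silencing in the SPOC line was also measured against its own day 0, where the median ratio was 0.513 ± 0.0110 (SD, n = 3). After 1 day in ES cells the median ratio was 0.442 ± 0.00720 (SD, n = 3), and 77 genes had fallen with an adjusted p under 0.05 by limma and 0 had risen. On the log2 odds scale 42 genes had fallen. Among the genes with the largest decreases were Heph, whose ratio fell by 0.350, and Smarca1, whose ratio fell by 0.290; each rested on at least 113 allelic fragments per group. By NPC day 6, 163 genes lay below day 0 and 1 above. Every NPC library was induced, and every day 0 library came from ES cells. Here and below, changes from day 0 to NPC days therefore hold any effect of differentiation as well. The ratio of Gabra3 fell by 0.688, from a ratio of 0.821 ± 0.0529 (SD, n = 3) to 0.133 ± 0.0696 (SD, n = 2), with 70 and 35 allelic fragments. The ratio of Nap1l2 fell by 0.548 and that of Spin4 fell by 0.535, each with at most 67 allelic fragments on day 6.

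Degradation of PCGF3 and PCGF5 tests the share of the Polycomb system. In PCGF35 cells the median ratio after 1, 3 and 6 days was 0.333 ± 0.0125, 0.187 ± 0.00417 and 0.0741 ± 0.0130 without dTAG-13, and 0.408 ± 0.0120, 0.320 ± 0.0190 and 0.227 ± 0.00217 with it (SD, n = 2 each). The averaged difference was 0.120, with a pooled SD of 0.0119. It was higher with dTAG-13 in 6 of 6 libraries, and p was 0.00926 by exact two-sided permutation, the smallest value possible. Before induction the median ratio was 0.510 ± 0.00136 without dTAG-13 and 0.512 ± 4.3e-05 with it (SD, n = 2 each). On day 6, 157 genes had a higher ratio with dTAG-13 and 0 a lower one by limma, with a median change of 0.147; the test on allele counts called 196, 154 of them shared. The named genes with the largest changes had few fragments. Nudt11 had 0 Dom fragments of 12 without dTAG-13, which allows a ratio of up to 0.25, and a ratio of 0.515 ± 0.214 (SD, n = 2) from 17 fragments with it. Efhc2 rose by 0.371 from 60 fragments, and Praf2 had 0 of 15 fragments without dTAG-13, which allows a ratio of up to 0.2.

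The combined line asks what remains when both are lost. In untreated PCGF35_SPOC cells the median ratio after 1, 3 and 6 days was 0.479 ± 0.00516, 0.452 ± 0.0137 and 0.365 ± 0.0525 (SD, n = 2 each), which exceeded untreated PCGF35 by 0.234 on average (pooled SD 0.0235, exact permutation p = 0.00926, the smallest possible, with no overlap on any of 3 days). The PCGF35_SPOC libraries are clones F10 and F6 followed over the days, so this p can overstate the independent replication. With dTAG-13 the median ratio of PCGF35_SPOC was 0.510 ± 0.00261, 0.530 ± 0.0386 and 0.539 ± 0.0556. Means above day 0 on days 3 and 6 came from clone F10, at 0.557 and 0.579 against 0.514 on its day 0. Loss of the Cast X in part of its cells would itself raise the ratio. The study proposes such a loss for a clone of this line. The difference by dTAG-13 was 0.0944 on average, with a pooled SD of 0.0355 and an exact permutation p of 0.00926, the smallest possible. On day 6, 185 genes had a higher ratio with dTAG-13 and 0 a lower one by limma, and the median change was 0.160, or 0.126 to 0.204 when single libraries were left out. With the clone as a term, fitted on the groups compared alone, 44 genes passed. The genes with the largest changes were Prrg3 with 0.527 (33 allelic fragments without dTAG-13), Zxda with 0.456 (18 fragments) and C430049B03Rik with 0.443 (20 fragments).

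Against its own day 0, the dTAG-13 treated PCGF35_SPOC line had 1 gene below day 0 on NPC day 6, at an unadjusted p under 0.05 in 33 genes of either direction. This gene was Eda (X, 99975605 to 100400760), whose ratio fell by 0.125 (SE 0.0196, adjusted p 8.18e-05 by limma) from 0.481 ± 0.0184 to 0.356 ± 0.0168 (SD, n = 2 each), with 12111 and 3705 allelic fragments. With the clone as a term 0 genes passed, and 17 had an unadjusted p under 0.05. The median change over the genes was 0.0198. Without replicate 1 of the day 6 group, clone F10, it was -0.0209, so that library decided its direction.

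The effect of dTAG-13 in the absence and presence of the SPOC mutation was compared as an interaction. Averaged over the days, the median ratio rose by 0.0258 more in PCGF35 than in PCGF35_SPOC (p = 0.389 by exact two-sided permutation). The difference was 0.0441 after 1 day, 0.0549 after 3 days and -0.0217 after 6 days. Untreated PCGF35_SPOC had median ratios of 0.479 and 0.452 on days 1 and 3, near its day 0 value of 0.515. A return to that value would be a smaller rise than the 0.0748 and 0.133 seen in PCGF35. These days therefore cannot tell a dependence between the pathways from a lack of silencing left to lose. Per gene on day 6, each group relative to its day 0, 12 genes had a different effect by limma, 10 of them larger in PCGF35_SPOC and 2 smaller. On the log2 odds scale 14 genes differed and on allele counts 17, all of them smaller in PCGF35_SPOC, and 2 genes were shared between limma and the allele counts. The direction of the interaction therefore depended on the day and on the scale. On day 6 it also depended on single libraries of clone F10: the median interaction per gene on the ratio scale was 0.0174, and it was -0.0168 without PCGF35_SPOC_dTAG_NPC_d6 replicate 1 and -0.0177 without PCGF35_SPOC_ctrl_NPC_d6 replicate 1. Loss of the Cast X in part of the F10 cells is a candidate explanation for that clone's ratios with dTAG-13. With the clone or replicate number as a term 0 genes passed, with 30 at an unadjusted p under 0.05. The genes with the largest interaction on the ratio scale were Prrg3 with 0.495, Awat2 with 0.396 and Cd99l2 with 0.323, and none of these passed on allele counts.

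Loss of the Polycomb-recruiting region of Xist gave a second route to the combined loss. The median ratio on NPC days 3 and 6 was 0.333 ± 0.0346 and 0.290 ± 0.0563 in DelPID, and 0.518 ± 0.0125 and 0.502 ± 0.00799 in DelPID_SPOC (SD, n = 2 each). The averaged difference was 0.199, with a pooled SD of 0.0339 and an exact permutation p of 0.0556, the smallest possible. The study describes a DelPID_SPOC clone, most likely G3, as tetraploid, so replicates of this line likely differ in ploidy. On day 6, 196 genes had a higher ratio in DelPID_SPOC and 0 a lower one by limma, with a median change of 0.197; 174 were called on allele counts, 167 of them shared. In a fit on these groups alone 108 genes passed, and with the DelPID replicates paired with the clones 0 passed in either order, with 137 at an unadjusted p under 0.05 in listed and 116 in crossed order. DelPID_NPC_d6 replicate 1 had a median of 19 allelic fragments per gene, and 6 of its ratios are missing. The largest changes, at Gabra3 (0.589), Pja1 (0.577) and Emd (0.483), rested on 16, 17 and 71 allelic fragments in DelPID.

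In DelPID_SPOC, 4 genes lay below day 0 on NPC day 6 by limma and 0 above, with 22 at an unadjusted p under 0.05. Without an uninduced NPC library, differentiation cannot be separated from silencing in these changes. The ratio of Awat2 fell by 0.228, that of 4930519F16Rik fell by 0.167 and that of Nhsl2 fell by 0.165. The fourth, Eda, fell by 0.107 (SE 0.0196, adjusted p 0.00116); it lay outside the rule for named genes and was named after its values had been seen. The test on allele counts called the same 4 genes. With the clone as a term 0 genes passed, with 25 at an unadjusted p under 0.05.

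Of the 246 genes, 95 kept more than 75% of their day 0 ratio in SPOC on NPC day 6 (SPOC-dependent) and 151 did not (SPOC-independent). Clone D9 alone gave 93 and clone H1 alone 101 SPOC-dependent genes, with 75 in both. The classes made from untreated PCGF35_SPOC held 105 SPOC-dependent genes, 81 of them shared. In SPOC cells on day 0 the SPOC-dependent genes had a median of 59.3 CPM and the SPOC-independent genes 33.0 CPM (p = 0.011, two-sided rank-sum permutation test across genes, which are not independent replicates). With the threshold at 65% or 85% p was 0.069 or 0.12. The dependent genes also had more allelic fragments on day 6, with medians of 431 and 171. The rise of the ratio by dTAG-13 in PCGF35 cells on day 6 was 0.123 in SPOC-independent and 0.167 in SPOC-dependent genes (p = 1e-05, the smallest value that 100000 permutations allow). On the log2 odds scale the order was reversed, with 1.72 and 1.46 (p = 0.084 by the same permutation test), and on day 3 the medians were 0.108 in both classes (p = 0.89).

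Total expression was compared for effects outside the X. Between dTAG-13 and untreated PCGF35 cells on day 0, 0 of 16227 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 392 had an unadjusted p under 0.05. With the replicate number as a term, in a fit on these groups alone, 3 genes passed, 2 higher and 1 lower with dTAG-13, and 1088 had an unadjusted p under 0.05. Between SPOC and WT on NPC day 6, 0 genes passed and 1791 had an unadjusted p under 0.05. A fit on these 2 groups alone called 406 genes, 149 higher and 257 lower in SPOC, of which 62 lie on the X, 51 of them higher. With WT replicates paired with the SPOC clones, 2118 genes passed in listed order (990 higher, 1128 lower) and 720 in crossed order (253 higher, 467 lower). The number of genes that differ therefore depends on the model, and the 0 of the fit over all libraries does not show that expression is alike. Genes on chromosome 11 had a median log2 fold change of -0.17 in the fit on these 2 groups alone, and that chromosome had different shares of Dom fragments in the lines, 54.3% in WT and 50.0% in SPOC.

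**Figure D3:**
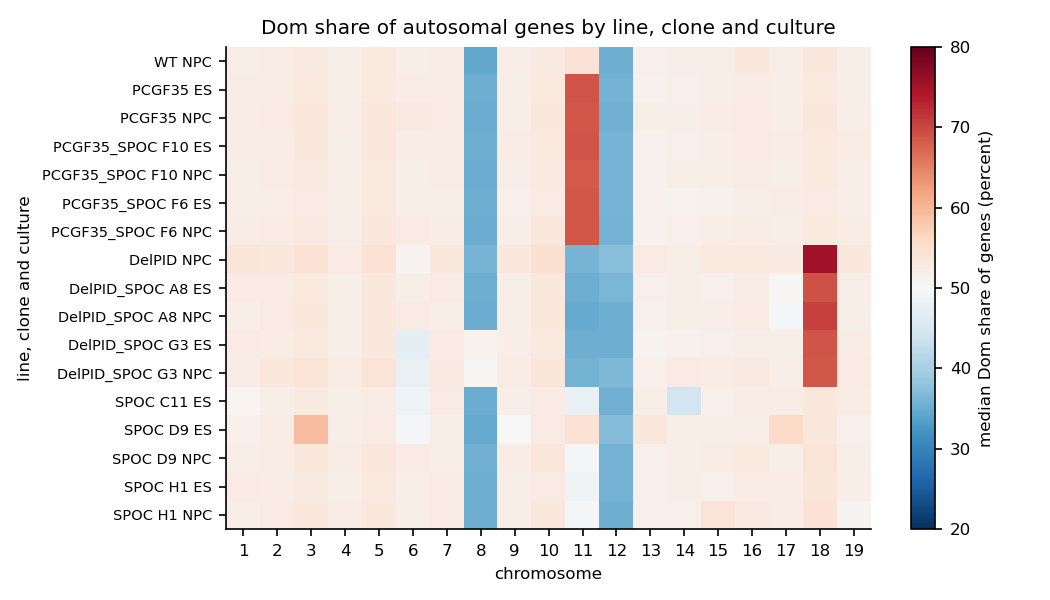
Median share of Dom fragments over the genes of each autosome, in percent, for each line, clone and culture. Chromosome 11 lies at 68.7% in PCGF35 and at 36.1% in DelPID.

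Induction of Xist for 1 day in SPOC ES cells raised 2 of 16227 genes and lowered 0 by edgeR, with 561 at an unadjusted p under 0.05. Xist rose from 47.3 ± 17.5 to 3537 ± 1005 CPM (SD, n = 3 each), a log2 fold change of 6.16 (SE 0.32, adjusted p 6.39e-16). Rapgef4 rose from 5.70 ± 1.87 to 90.9 ± 8.71 CPM, a log2 fold change of 3.95 (SE 0.42, adjusted p 4.32e-07). With the clone as a term, in a fit on these groups alone, 1984 genes passed, 1105 higher and 879 lower, both of these genes among them. As a set, the 246 X-linked genes had a median log2 fold change of -0.28, with 210 genes lower and 36 higher (p = 0.0232 by fry, two-sided); camera with its preset correlation gave 1.09e-27. Leaving out single libraries gave p from 0.0164 to 0.0830, with p above 0.05 without SPOC_ES_d0 replicate 1 (0.0554), SPOC_ES_d0 replicate 3 (0.0768) or SPOC_ES_d1 replicate 2 (0.0830).

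Markers of cell state were compared between SPOC and WT on NPC day 6. In the fit over all libraries none of the 13 markers tested had an adjusted p under 0.05, and 0 passed when adjusted over the list alone. Nes had 15.2 ± 10.8 CPM in SPOC and 76.3 ± 21.8 CPM in WT, and Vim 14.9 ± 1.65 and 42.6 ± 2.51 CPM (SD, n = 2 each). Nanog had 31.5 ± 2.42 and 23.1 ± 1.98 CPM and Klf2 16.3 ± 0.179 and 9.12 ± 2.69 CPM. Pax6, a neural marker, was higher in SPOC, with 5.61 ± 1.53 and 2.52 ± 0.0454 CPM (log2 fold change 1.22), against the direction of Nes and Vim. The groups did not overlap for 7 of the 13 markers, which are these 5 and Prdm14 and Zfp42, both higher in SPOC, and chance gives this for 33.3% of genes with 2 libraries against 2. Sox1 was listed at 0 in every library. It lies inside Gm5607 on the same strand of chromosome 8, so its fragments can be assigned to neither, and it is not measured here.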

Values the study reported

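The study reported that silencing by Xist was largely complete by around day 7 of NPC differentiation in wild-type cells. With the SPOC mutation, it described partial silencing after 1 day of Xist induction and slightly more silencing up to day 6. For degradation of PCGF3 and PCGF5, dTAG-13 was applied for 12 h before induction, and 36 h of treatment lowered H2AK119ub1 over the genome by about 30%. The study described degradation of both proteins as rapid and complete. On the X with induced Xist, it reported that the accumulation of H2AK119ub1 specific to that chromosome was almost wholly lost. For its allelic analysis, the study kept X-linked genes with at least 10 allelic fragments in more than 80% of WT samples, and with a ratio between 0.1 and 0.9 in uninduced cells.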

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

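Apart from the chromosome 11 comparison for Xist, the tests in this part were chosen after the results had been seen.

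Xist RNA from the Cast allele appeared in PCGF35_dTAG_ES_d0 replicate 1, a signal outside the main measurement, since Xist has no deposited allelic ratio. Cast fragments made up 37.6% of its allelic Xist fragments (95% Wilson interval 34.3 to 40.9), and 20.6% in PCGF35_dTAG_ES_d1 replicate 1 (20.0 to 21.2). In the other 44 induced libraries the share ran from 0.0422% to 0.804%, and in the 4 untreated day 0 libraries of PCGF35 and PCGF35_SPOC from 0% to 5.11%. The 3 uninduced SPOC libraries had 13.5% to 45.5%. Cells without the line's high chromosome 11 share were taken to be mixed into replicate 1 at the Cast share of Xist. They would have changed the chromosome 11 share by -6.95 points on day 0 and -3.80 points on day 1. The differences between the replicates were -0.00968 and -0.234 points, which argues against a mixture of that size. Fewer cells with more Xist RNA each would move chromosome 11 less, and this was not tested. Whether the Cast copy answers doxycycline stays open: Cast Xist rose 17.2-fold from day 0 to day 1, from 17.6 to 303 fragments per mega of fragments, and Dom Xist 39.9-fold, but this rests on 1 library per day. The median X ratio of replicate 1 exceeded that of replicate 2 by 0.0170 with dTAG-13 and by 0.0177 without it on day 1. No biological explanation was tested.

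The share of Dom fragments on whole autosomes differed between lines. Of 95 pairs of an autosome and a line, 7 differed from WT by more than 5 points. On chromosome 11 the share was 54.3% in WT, 68.7% in PCGF35, 68.6% in PCGF35_SPOC, 36.1% in DelPID and 35.3% in DelPID_SPOC. On chromosome 18 it was 53.1% in WT, 75.3% in DelPID and 69.3% in DelPID_SPOC. On chromosome 8 it was 34.5% in WT and 42.9% in DelPID_SPOC, where clone A8 had 35.3% and clone G3 51.0% in ES libraries. A mapping preference for one allele would act alike in every line, and the chromosome 11 share ranged over 33.4 points between lines. A candidate explanation is a different number of chromosome copies: total expression of chromosome 8 in G3 lay at a log2 difference of -0.49 from A8, near the -0.58 of a relative dosage of 2 against 3, and the other autosomes ran from -0.13 to 0.25. The study describes a clone of this line, named G there, as tetraploid. It lists only clones A8 and G3 for the line, which points to G3 as the tetraploid clone. The DelPID_SPOC replicates then differ in ploidy. The expression gives the dosage of chromosome 8 relative to the clone's other chromosomes, not its number of copies. For chromosome 11 only SPOC and WT were compared in expression, with a log2 difference of -0.15 on NPC day 6 and a lower Dom share in SPOC (50.0%), and chromosomes 11 and 18 of the other lines were not tested in expression. Such differences are part of any comparison of total expression between these lines.

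The effect of dTAG-13 differed between PCGF35 and PCGF35_SPOC for 12 genes in the test of the interaction. A ratio is bounded at 0, and on the log2 odds scale 14 genes differed, all in the opposite direction to the majority of the 12. The scale and a dependence between the pathways cannot be told apart, because PCGF35 cells reach ratios near 0 and PCGF35_SPOC cells do not. The median interaction per gene, 0.0174, turned to -0.0168 without PCGF35_SPOC_dTAG_NPC_d6 replicate 1 and to -0.0177 without PCGF35_SPOC_ctrl_NPC_d6 replicate 1, both of clone F10, so single libraries decided its direction. The genes rest on 2 libraries per group, and 0 passed with the clone or replicate number as a term (30 at an unadjusted p under 0.05).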

How the results depend on the processing

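For 34 results, 285 alternatives were computed, 34 of them chosen after seeing the data. Of the 147 fits that each left out 1 replicate, 128 kept the result, and of the 138 others 102 did. A count of genes or a median absolute log2 change kept it within 1.5 times. A test kept it with the same direction and on the same side of 0.05. Any other value kept it within the SD between replicates. The 5 differences between median ratios kept their direction under every alternative. For the comparisons among PCGF35 and PCGF35_SPOC libraries the permutation p stayed under 0.05 wherever it was computed. For SPOC against WT and DelPID_SPOC against DelPID the smallest possible permutation p was 0.0556, or 0.125 in pairs. Those p values could not fall under 0.05, so they say nothing on stability, although they count among the 102. Fits that left out a replicate give no p. With differences within replicate number or clone, the exact permutation p was 0.03125 for both dTAG-13 comparisons, against 0.00926. Dividing by the line's own day 0 was not run for SPOC against WT or DelPID_SPOC against DelPID, since WT and DelPID have no day 0 in this series.

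The study describes WT and SPOC, and DelPID and DelPID_SPOC, as grown in parallel, but the labels do not say which parent replicate goes with which clone. A replicate block was therefore fitted in listed and in crossed order, chosen after seeing the data. In listed order the deviations of expression correlated by 0.577 and 0.480 between SPOC and WT on days 3 and 6 and by 0.344 and 0.196 between DelPID_SPOC and DelPID. For expression of SPOC against WT the biological coefficient of variation was 0.106 in listed order, 0.167 without pairing and 0.208 in crossed order. These expression values favour the listed order, which was not known from the labels and has 2 pairs per line. The deviations of the allelic ratios favour neither order. In listed order they correlated by 0.272 and -0.0891 between SPOC and WT on days 3 and 6. Between DelPID_SPOC and DelPID they correlated by -0.154 and 0.0898. In listed and crossed order, 176 and 164 genes passed for the ratios of SPOC against WT, 0 and 0 for DelPID_SPOC against DelPID (137 and 116 unadjusted) and 2118 and 720 for expression of SPOC against WT. The log2 change of Xist was -0.72 in both, with an adjusted p of 0.0231 and 0.102 by edgeR. The paired permutation p of the median ratio was 0.125 for SPOC against WT and for DelPID_SPOC against DelPID, the least that 4 pairs allow. The untreated PCGF35_SPOC and PCGF35 lines were not paired.

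The filter of 200 counts in every library left 57 genes, so its counts fall by construction: 54 genes for SPOC against WT, 50 for dTAG-13 in PCGF35, 53 for dTAG-13 in PCGF35_SPOC, 53 for DelPID_SPOC against DelPID, 41 silenced in SPOC on day 6, 19 on day 1, 2 in DelPID_SPOC and 3 for the interaction. Fitting only the groups compared gave 51 genes for dTAG-13 in PCGF35_SPOC, 108 for DelPID_SPOC against DelPID, 0 silenced in PCGF35_SPOC with dTAG-13 (15 at an unadjusted p under 0.05), 0 in DelPID_SPOC (28 unadjusted), 0 for the interaction (32 unadjusted) and 406 for total expression of SPOC against WT. With the clone or replicate number as a term the counts were 44 for dTAG-13 in PCGF35_SPOC, 0, 0 and 0 for those silenced in PCGF35_SPOC with dTAG-13, in DelPID_SPOC and for the interaction (17, 25 and 30 unadjusted), 3 for expression with dTAG-13 on day 0, and 1984 for expression on day 1 in SPOC. The block changed no other call.

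On the log2 odds scale 42 genes were silenced on day 1 in SPOC, 0 in DelPID_SPOC (6 unadjusted), and the interaction reversed with 14 genes, as it did with 17 on allele counts. The class comparison of the dTAG-13 effect reversed its order on log2 odds (share of pairs 0.565, permutation p = 0.084). On day 3 no difference between the classes was detected (0.505, permutation p = 0.89). DESeq2 gave 78 genes for expression of SPOC against WT and 6 for day 1 in SPOC. The 85% threshold gave 62 SPOC-dependent genes. The expression difference between classes was weaker at 65% (0.567, permutation p = 0.069) and 85% (0.566, p = 0.12); over all its alternatives p ran from 3e-05 to 0.12. The cause of these changes was not tested, apart from the 57 genes named above.

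Across fits that each left out 1 replicate, the median change ran from 0.207 to 0.222 for SPOC against WT, from 0.130 to 0.152 for dTAG-13 in PCGF35, from 0.126 to 0.204 for dTAG-13 in PCGF35_SPOC, from 0.167 to 0.240 for DelPID_SPOC against DelPID, from -0.186 to -0.168 for SPOC on day 6, from -0.0209 to 0.0537 for PCGF35_SPOC with dTAG-13, from -0.0311 to -0.00812 for DelPID_SPOC and from -0.0177 to 0.0552 for the interaction. Its direction turned without PCGF35_SPOC_dTAG_NPC_d6 replicate 1 in the PCGF35_SPOC comparison (-0.0209), and for the interaction without that library (-0.0168) or without PCGF35_SPOC_ctrl_NPC_d6 replicate 1 (-0.0177). The log2 change of Xist ran from -0.88 to -0.55 and that of the X-linked set from -0.29 to -0.24. The median absolute log2 change with dTAG-13 on day 0 ran from 0.21 to 0.29, above the 0.18 of the fit with all libraries.

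Depth limits DelPID most: with a median of 19 allelic fragments per gene in replicate 1 on day 6, single ratios of that library are coarse.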

Other observations

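Of the tests in this part, those on the depth and autosomes of DelPID replicate 1 and on other splits of the samples were set down before their results were seen, and the others after.

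In PCGF35_SPOC with dTAG-13, the median ratio of clone F10 was 0.557 on NPC day 3 and 0.579 on day 6, above its day 0 value of 0.514. Clone F6 had 0.503 and 0.500 against 0.523. Cells of Dom origin mixed in would raise autosomes as well, and the autosomal share moved by -0.392 points while the X moved by 5.42. Loss of the Cast X in part of the cells is a candidate explanation. The study proposes it for an upward skew in NPC samples of its second clone of this line. Its legend names that clone G3, while the labels list F10 and F6 for the line. The log2 change of Cast fragments per X gene from day 0 to day 6 was -0.75 in F10 and -0.13 in F6, a difference of -0.62. The 9 sets of line, arm and clone other than F10 with dTAG-13, F6 among them, lay between -0.19 and 0.12. Dom fragments fell as well, by -0.45 in F10 and -0.24 in F6 with dTAG-13 on day 6, which loss of the Cast X alone does not account for. On day 3 the Cast change was -0.32 in untreated F10, outside the day 6 range of the other sets. Whether the whole Cast X or a segment of it would be lost cannot be told apart. Over 3 parts of the X with 82 genes each, in the order of position, the median shift of F10 was 0.0243, 0.0736 and 0.0731, with 48, 64 and 66 genes above day 0, and the Cast change of F10 minus F6 was -0.42, -0.77 and -0.75. The shift of the first part was not beyond the spread of its genes (p = 0.0929, two-sided exact sign test across genes, which are not independent). All of this rests on 1 library per clone and day.

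DelPID replicate 1 had a median ratio of 0.250 on day 6 and replicate 2 had 0.330. Thinning replicate 2 to the depth of replicate 1 in 100 draws gave medians no lower than 0.306, which argues against depth. Autosomal shares differed by -1.60 points and the X by -7.97 points, so a loss of Dom fragments over the whole library does not account for it either. No biological explanation was tested.

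Spen RNA was higher in lines with the SPOC mutation. Genes within 1 Mb of Spen had medians of at most 0.20 on the log2 scale, against a change of 1.63 to 1.96 for Spen. This argues against a shared change of the region. Single genes among these 38 went both ways, from -2.01 to 3.73 in DelPID_SPOC against DelPID on NPC day 6. Both alleles rose, by at least 2.74-fold, which argues against RNA from one allele alone. The labels give the mutation as the difference between the lines, though for DelPID_SPOC only the sample names do. A biological effect on Spen RNA was not tested further.

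The few genes below day 0 when both pathways were lost were compared by distance to Xist. In DelPID_SPOC, the 30 genes within 5 Mb of Xist differed from the other 216 by 0.0052 (p = 0.656, two-sided permutation test across genes, which are not independent), so the near genes as a set had no detected shift. The 4 genes called below day 0 in DelPID_SPOC all lie among these 30 (p = 0.000184, Fisher's exact test across genes, chosen after the positions had been seen), as does the 1 gene called in PCGF35_SPOC with dTAG-13. Neighbouring genes are not independent, and 0 genes passed with the clone as a term. No uninduced NPC library separates silencing from differentiation. Whether silencing is kept near Xist at a few genes therefore stays open.

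In SPOC clone D9 the Dom share of chromosome 3 was 59.4% in ES and 53.3% in NPC libraries. A change of culture would shift clone H1 too, and ES minus NPC was 6.11 points in D9 and -0.342 points in H1. In D9, 5 chromosomes differed by more than 2 points between cultures, and in H1 1 did. No biological explanation was tested.

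Genes on the X beyond Xist were assigned almost wholly to Cast, with a Dom share of 0.672% to 3.96% over the 58 libraries. A missing Dom copy would leave their total expression unchanged on induction, and it fell by 0.51 on the log2 scale in untreated PCGF35 cells on day 1, near the -0.49 of genes in the ratio table. The study describes a recombination event in this line that keeps some genes out of the allelic analysis. Cast sequence on both copies beyond Xist would follow from such an event, and the sequence itself was not examined here.

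Rapgef4, on chromosome 2 from 71981214 to 72257474 of mm10, rose with doxycycline in each of the 6 line and treatment sets with ES libraries, from 6.25-fold in PCGF35_SPOC with dTAG-13 to 15.95-fold in SPOC. It rose 14.2-fold in DelPID_SPOC, whose X ratios stayed near day 0, which argues against silencing of the X as its source. Doxycycline or the induced activator itself cannot be told apart from Xist, because every induced library has both.

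Of the 10 splits of the 6 SPOC ES libraries into 3 against 3, 1 gave as many silenced genes as the comparison of day 1 with day 0, which was that comparison itself (93 genes in a fit on these libraries, and at most 0 in another split). For total expression 1 of 10 gave as many genes, and for the median over X-linked genes 1 of 10 was as large. With 10 splits the share cannot go below 1 in 10.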
